A study of Salmonella enterica subsp. enterica serovar Typhimurium with 384 samples. Its data were reported in "Improved Bacterial Single-Cell RNA-Seq through Automated MATQ-Seq and Cas9-Based Removal of rRNA Reads" (2023).

How the data were processed

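Single cells of *Salmonella* Typhimurium SL1344 from 4 growth phases were sorted and sequenced by MATQ-seq, which primes and amplifies cDNA of whole transcripts in each well, with removal of rRNA-derived cDNA by Cas9 in the pooled library. The table holds 384 cells: 96 in each of the phases EEP and MEP (early and mid-exponential), LEP (late exponential) and ESP (early stationary), with 24 cells per phase under each of 4 title prefixes, I to IV. The prefixes are called plates here, and cells were assigned to phases from their labels alone.

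The authors trimmed reads with BBDuk in 2 passes, aligned them with Bowtie2 in local mode allowing 1 mismatch and counted them per annotated feature with featureCounts, using an annotation with added sRNAs. The deposited values are counts: whole numbers of reads per feature and cell, with no normalization. Genome build, annotation version, strand setting, treatment of reads that map to more than 1 place and the versions of the trimming, alignment and counting tools are not given in the sources used here. No molecular identifiers were collapsed as far as stated, so that PCR copies are counted as reads, and reads from similar genes may be split or shared in a way that the table does not show.

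The table has 5023 features. Of these, 108 carry only a numbered RNA name with no gene name, and 14 of them hold 99.9% of the reads of that class. They were treated as 1 class, called rRNA-type features, and left out of every other count and denominator, which leaves 4915 features, called genes here, 172 of them sRNAs. A gene with more than 5 reads in a cell was called detected, as in the study. With the rRNA-type features counted as well, a kept cell had 306.6 detected features on average, and the means were 369.99 in EEP, 388 in MEP, 254.1 in LEP and 211.4 in ESP. Cells more than 2 SD from their phase's mean number of detected features were left out as in the study, which removed 1 EEP, 4 MEP, 4 LEP and 5 ESP cells and left 370. A further cell that the study removed after a principal component analysis could not be identified and was kept.

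Total reads per cell over all 384 cells ran from 27990.0 to 7076098. To compare phases at equal depth, cells were thinned without replacement to 40606 non-rRNA reads, the 10th percentile of the kept cells, which kept 333 cells and left out 37, and to a series of fixed numbers for a depth curve. Reads were summed over the cells of a phase and scaled to 1000000 summed non-rRNA reads to give CPM, and the log2 ratio was taken between phases, with no pseudocount. A phase with 0 reads of a gene was set to a floor of 3 reads, and the ratio was set to 0 where that floor would come out higher than the other phase. Exact Poisson intervals for summed reads and exact Clopper-Pearson intervals for shares of cells, both at 95%, cover counting error only.

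No culture or replicate is named in the labels, so each phase is 1 sample. No test was made between phases, and no p-value was computed from cells. Values are given with their SD over cells and their range over the 4 plates. MEP was compared with EEP, LEP with MEP, ESP with LEP and ESP with EEP. A gene was measured in a comparison if it had more than 5 reads in at least 5% of the cells of either phase, which gave 1932, 1801, 1278 and 1816 genes.

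The 21 gene lists, the comparisons and the rule for naming genes were chosen before the data were examined. The lists were flagella and chemotaxis, SPI-1, SPI-2 and SPI-4 genes, ribosomal proteins, translation factors, ATP synthase, glycolysis and pyruvate dehydrogenase, TCA and glyoxylate cycles, fatty acid beta-oxidation, scavenging of other carbon sources, anaerobic respiration and fermentation, RpoS and general stress response, ribosome hibernation, heat shock and proteases, SOS response, iron acquisition, outer membrane proteins, GcvB targets and amino acid transport, and nucleotide biosynthesis; 1 list is not reported here. For each list with at least 3 measured members, the median log2 ratio was set against 10000 random lists of the same size matched in 20 expression bins (seed 1). A list is led with only if its percentile was at most 1 or at least 99 and its median had the same sign in all 4 plates, a rule fixed before list values were seen.

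Genes were named by a rule. Of genes with a symbol and more than 5 reads in at least 20% of the cells of either phase, with the same sign in all 4 plates and a share of cells that differs in the same direction, the 12 with the largest positive and the 12 with the largest negative log2 ratio were taken. To these were added the 4 measured members of each list with the largest absolute log2 ratio, the 10 most variable genes of each phase, the sRNAs CsrB, CsrC and GcvB with the 10 most widely detected ones, and 15 genes that the study names. The last were chosen by the study on these cells and are not independent evidence of their direction. All values were computed for each named gene, and the text gives part of them.

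For principal components, counts were scaled with scran size factors and log2-transformed with a pseudocount of 1, the 500 most variable genes were used, and the 10 nearest neighbours of each cell were found in 10 components. Variable genes within a phase were ranked by the biological component of scran's modelGeneVar among genes with more than 5 reads in at least 10% of its cells. Co-expression is the mean pairwise Spearman rho over cells between the measured members of a list, set against 1000 random lists. The LT2 reference annotation was used only for gene names and gene order.

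The alternatives were detection at 1 or more reads or more than 10 reads, all cells of the table, equal weight per cell, median-ratio size factors, leaving out the cell with the highest CPM of each gene, leaving out each plate, all list members with at least 1 read, total-count size factors, all genes in at least 5% of cells for principal components, the Fano factor against its trend, the phi coefficient of detection and partial rho given reads and detected genes. A value counts as the same under an alternative if it moved by less than 1 SD over the 4 plates, a count if it stayed within 1.5 times, and a share of neighbours if it stayed in its 95% binomial interval.

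The steps were tested on simulated data with 50 genes planted per fold of ESP over EEP among 4915 genes. The simulation was written after the steps had been run on the real data, and it was revised after its first attempts. For folds of 2, 4, 8 and 16, the median log2 ratio recovered, less the median of all measured simulated genes, was 1.04, 1.90, 2.98 and 4.12. The planted sign was found in all 4 plates for 50%, 82%, 86% and 100% of genes. Real ESP reads lay more in single cells, with over 50% of reads in 1 cell for 47.8% of genes against 24.2% in EEP. These rates may therefore not hold for ESP. Among 219 unchanged genes, 22.8% had the same sign in all 4 plates, where independent signs would give 12.5%. These genes came from those detected in at least 20% of EEP cells, and their signs were taken without that subtraction. A shift common to all genes can raise this share, and the criterion alone does not set a gene apart. Without that subtraction, a list of 20 genes raised 4-fold came to 1.32 at the 100 percentile, and 20 unchanged genes to -0.40 at the 11.9 percentile.

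Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with scran 1.30.0 and scuttle 1.12.0.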

Results

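The data were single-cell RNA-seq libraries of *Salmonella enterica* serovar Typhimurium SL1344, an enteric pathogen, grown in Lennox broth. MATQ-seq, a method that amplifies cDNA of whole transcripts from sorted single cells, was combined with DASH, in which Cas9 cleaves rRNA-derived cDNA in the library. Cells were sampled in early exponential phase (EEP, optical density of 0.1 at 600 nm), mid-exponential phase (MEP, 0.3), late exponential phase (LEP, 1) and early stationary phase (ESP, 2). The table held 96 cells per phase, 24 for each of 4 title prefixes (I to IV). The prefixes are called plates here, although the labels do not say what they mean. The phases were compared to ask how gene expression of single cells differs over growth. Each phase was a single sample of cells with no named cultures, so that there were no biological replicates and no p-values are given. Differences were set against the spread over the 4 plates. Intervals at 95% are exact Poisson for pooled CPM and exact Clopper-Pearson for shares of cells. They cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

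Over all cells of the table, total reads per cell ran from 27990.0 to 7076098 with a median of 595120.0. After the study's filter on detected genes, 370 cells remained: 95 EEP, 92 MEP, 92 LEP and 91 ESP cells. Their total reads per cell ran from 135629 to 2985242 in EEP, 177333 to 1768313 in MEP, 95169 to 1745427 in LEP and 115701 to 1681304 in ESP. Outside the rRNA-type features, the median depth was 263080.0 reads in EEP, 193374 in MEP, 72615 in LEP and 76957 in ESP, so that the later phases were measured less deeply.

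Cells in EEP and MEP had more detected genes than cells in LEP and ESP. With more than 5 reads per gene, a cell had 346.04 ± 67.9 genes in EEP (SD over 95 cells; plate means 330.2 to 352.9) and 360.4 ± 85.95 in MEP (92 cells; 339.6 to 391). It had 227.4 ± 59.6 in LEP (92 cells; 204.1 to 242.04) and 183.8 ± 49.9 in ESP (91 cells; 168.1 to 193.04). The plate means of LEP and ESP did not overlap those of EEP and MEP. When every cell was thinned to 40606 non-rRNA reads, which left out 1 EEP, 0 MEP, 20 LEP and 16 ESP cells, the means were 272.9 ± 53.2, 292.4 ± 59.1, 191.7 ± 45.01 and 153.1 ± 39.5. The order depended on the detection threshold and on depth. With at least 1 read, the means at 10000 reads per cell were 323.7, 353.4, 319.5 and 278.9, in the order found with more than 5 reads. At 50000 reads per cell they were 440.1, 493, 520.4 and 482 in 94 EEP, 90 MEP, 63 LEP and 68 ESP cells. With more than 5 reads, the means at 50000 reads were 281.3, 303.1, 203.5 and 161.7. Across all kept cells of a phase, 3687 of 4915 genes were detected in EEP, 3970 in MEP, 3559 in LEP and 3716 in ESP, and 4625 (94.1%) in at least 1 cell of any phase.

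**Figure D1:**
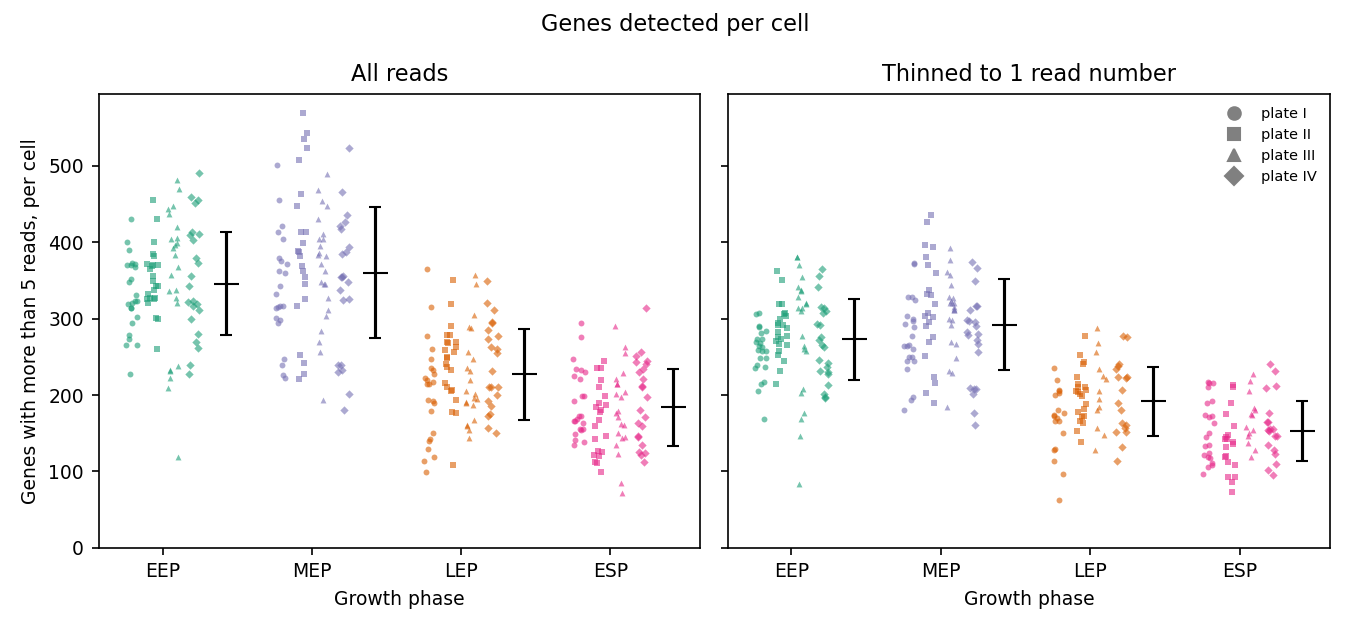
Detected genes per cell (genes with more than 5 reads, y axis) in EEP, MEP, LEP and ESP, with all reads on the left and after thinning to 40606 non-rRNA reads on the right. Each point is a cell, its marker the plate, and black bars are the mean and SD; the mean of ESP, 183.8 genes with all reads and 153.1 after thinning, lies below that of EEP, 346.04 and 272.9.

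The rRNA-type features took a larger share of reads in the later phases. Their share per cell was 67.1 ± 10.1% in EEP (SD over cells; plate means 57.8 to 74.3%) and 69 ± 9.10% in MEP (64.2 to 76.8%). It was 80.8 ± 9.62% in LEP (71.1 to 86.8%) and 84.6 ± 6.73% in ESP (81.3 to 87.9%). These shares were measured after the depletion step, and the file does not name the features, of which 14 held 99.9% of the reads of the class.

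Small regulatory RNAs were found in every phase, and the shares of cells that held GcvB and CsrB differed between phases. Of the sRNA features, 29 were detected in EEP, 46 in MEP, 36 in LEP and 41 in ESP. The counts were 22, 35, 29 and 30 after thinning. With at least 1 read they were 46, 58, 51 and 61, so that ESP and not MEP had the most. GcvB, a repressor of amino acid and peptide transporters, had more than 5 reads in 26.3% of EEP cells (17.8 to 36.4%) and 72.8% of MEP cells (62.6 to 81.6%). It had them in 13.04% of LEP cells (6.93 to 21.7%) and 31.9% of ESP cells (22.5 to 42.5%). After thinning the shares were 8.51%, 64.1%, 11.1% and 30.7%, so that EEP no longer stood above LEP. Its pooled CPM was 34.6 in EEP (11.9 to 80.7 over the plates) and 387 in MEP (229.3 to 499). In the later phases it was 44.9 in LEP (30.2 to 67.95) and 365.2 in ESP (179.7 to 778). CsrB, which sequesters the RNA-binding protein CsrA, was detected in 86.3% of EEP, 89.1% of MEP, 64.1% of LEP and 32.97% of ESP cells. After thinning it was detected in 79.8%, 83.7%, 61.1% and 28%. Its CPM was 1324, 2004, 1463 and 857. CsrC, a second antagonist of CsrA, went the other way between EEP and ESP in CPM, with 75.7, 199.02, 345.4 and 535 CPM in the 4 phases (54.98 to 94.2 over the plates in EEP and 402 to 635 in ESP). Its share of cells was 40% in EEP and 39.6% in ESP (18.1% and 33.3% after thinning). Inc, another widely detected sRNA, had 70.1, 63.9, 36.99 and 59.7 CPM, with plates from 14.2 to 132.5 in EEP.

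In a principal component analysis of all kept cells, LEP and ESP cells stood apart and EEP and MEP cells lay close together. Among the 10 nearest neighbours of a cell in 10 components, 63.1% were of its own phase for EEP cells, 56.5% for MEP, 74.9% for LEP and 78.4% for ESP, where random placement would give 24.4% to 25.5%. MEP cells made up 33.2% of the neighbours of EEP cells, and EEP cells 31.2% of those of MEP cells. The first component held 4.69% of the variance and the second 3.88%. Mean scores on the first were -5.34 in EEP, -4.63 in MEP, -4.20 in LEP and 14.5 in ESP. The second component was related to depth across cells (Spearman rho -0.58), and 30.6% of neighbours came from the same plate, where 24.8% would by random placement.

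**Figure D2:**
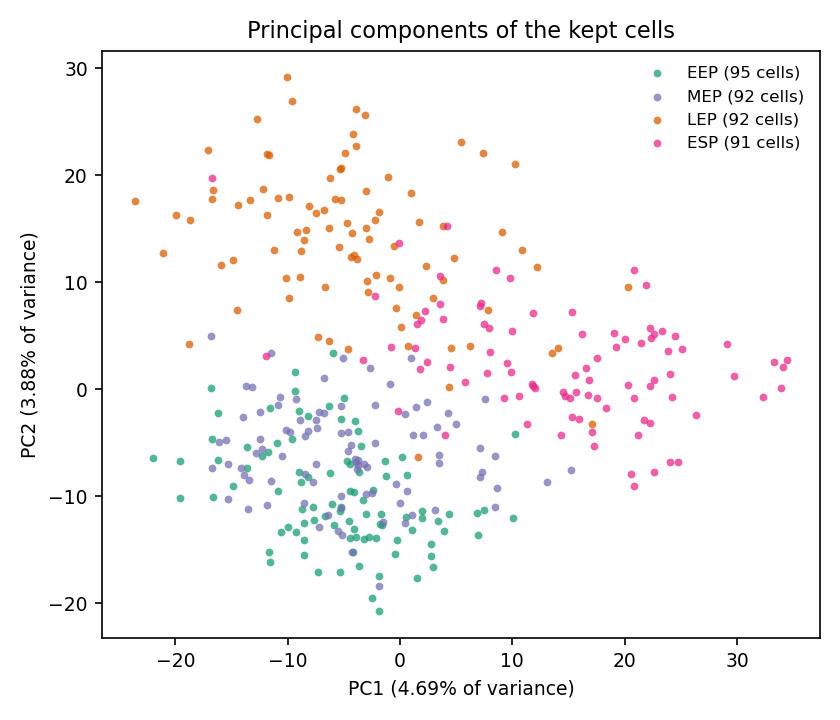
Scores of the 370 kept cells on the first (x axis, 4.69% of variance) and second (y axis, 3.88%) principal component, coloured by phase; each point is a cell. ESP cells lie to the right with a mean first score of 14.5, LEP cells at the top with a mean second score of 13.9, and EEP and MEP cells overlap below.

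For the comparisons between phases, reads were pooled over the cells of a phase and given as counts scaled to 1000000 non-rRNA reads (CPM). Differences are the log2 ratio of the later over the earlier phase, followed in parentheses by its lowest and highest value among the 4 plates. A plate holds fewer reads than the pool, and the plate values of a list can all lie to 1 side of the pooled value. Scaling by median-ratio size factors moves every log2 value of a comparison by the same amount: -0.34 for MEP over EEP, 0.43 for LEP over MEP, -0.54 for ESP over LEP and -0.45 for ESP over EEP. Gene lists were compared with 10000 random lists matched on expression, so that their percentiles do not rest on this scaling. Members of lists such as ribosomal proteins varied together across cells, while random lists draw genes singly, so that these percentiles can be too extreme. The median log2 value of all measured genes was 0.10, -0.55, -0.01 and -0.47 in the 4 comparisons. Plates gave weakly related differences across genes, which are not independent replicates. Pearson's r between a pair of plates was 0.0735 to 0.117 for MEP over EEP and 0.223 to 0.237 for LEP over MEP. It was 0.165 to 0.265 for ESP over LEP and 0.297 to 0.366 for ESP over EEP. Direction was the same in all 4 plates for 19.6%, 28.4%, 25.2% and 31.8% of the measured genes. Independent signs would give 12.5%. Among simulated genes with no difference between ESP and EEP, drawn like EEP cells, it was the same for 22.8%. These genes were detected in at least 20% of EEP cells, and a shift shared by all simulated genes can raise that share. The 22.8% is therefore no baseline for the real shares. A shared direction alone still does not set a gene apart. The genes named below, except where stated, kept 1 direction in all 4 plates.

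MEP was compared with EEP to ask what differs within exponential growth. Genes for ribosomal proteins were higher in MEP, with 38 of 44 measured members higher, a median log2 of 0.57 (0.03 to 1.09) and a percentile of 99.9. Of these, 16 were higher in every plate. Among them were *rplF* at 2.16 (1.56 to 2.87), with 759 CPM in EEP and 3387 in MEP. Others were *rplY* at 2.20 (1.40 to 2.89), *rpmD* at 1.86 (0.70 to 3.15) and *rpsR* at 1.82 (0.69 to 2.82). The sRNA GcvB was higher by 3.48 (2.37 to 5.23). Lower in MEP were *trpD*, of tryptophan synthesis, at -4.70 (-7.53 to -4.23), and *asnA*, an asparagine synthetase, at -3.08 (-6.17 to -1.25). The CPM of *trpD* was 2062 in EEP (2045 to 2079.8) and 79.2 in MEP (75.2 to 83.3), and that of *asnA* 3268 and 386.

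Other genes higher in MEP were *cstA_2*, a suffixed copy of a carbon starvation gene, at 3.58 (2.88 to 5.33), and *cadB*, the lysine and cadaverine exchanger, at 2.58 (1.74 to 3.93). The galactose permease gene *galP* was at 2.45 (0.79 to 11.72) and the galactokinase gene *galK* at 2.14 (0.65 to 3.28). The sRNA GlmZ, an activator of amino sugar synthesis, was at 2.66 (1.62 to 4.21), and the nucleoid protein gene *hns* at 2.64 (0.15 to 3.69). *nuoA*, a subunit of NADH dehydrogenase, was at 2.35 (0.26 to 4.53) and the quinone oxidoreductase gene *qor* at 3.37 (2.69 to 10.06). The RNA of the signal recognition particle was at 3.21 (2.53 to 4.45) on 66 reads in EEP. Lower in MEP were *bioB*, for biotin synthase, at -3.79 (-6.11 to -2.69), *cysI*, for sulfite reductase, at -3.35 (-8.27 to -2.50) and the efflux pump gene *acrA* at -2.62 (-3.08 to -1.95). Also lower were *cpsB2* at -3.03 (-4.33 to -0.70), *trpB* at -2.79 (-9.07 to -1.66), *trpC* at -2.52 (-5.14 to -1.28), the acid phosphatase gene *phoN* at -2.12 (-3.20 to -1.04) and *virK* at -4.49 (-9.75 to -3.72). Of the ATP synthase genes, 7 of 9 were lower, with a median of -0.88 (-1.97 to -0.71, percentile 2.60). Among them were *atpA* at -1.30 (-2.02 to -0.70) and *atpB* at -2.25 (-4.72 to -1.01). In the tricarboxylic acid (TCA) and glyoxylate list, 14 of 18 were lower, with a median of -0.45 (-0.82 to -0.24, percentile 3.43). The aconitase gene *acnB* was at -1.34 (-1.95 to -0.52). In the fatty acid list, 4 of 5 were lower, with a median of -0.83 (-1.11 to -0.33, percentile 2.13). Among them were the beta-oxidation genes *fadB* at -1.05 (-1.65 to -0.67) and *fadA* at -0.83 (-1.28 to -0.33). Of the heat shock genes, 12 of 13 were higher, with a median of 0.85 (0.34 to 1.75, percentile 98.7). Among them were the chaperonin genes *groEL* at 1.94 (0.76 to 2.56) and *groES* at 1.65 (0.18 to 2.72). The list of GcvB targets and amino acid transport had 17 of 22 members lower and a median of -0.88 at the 0.160 percentile. Its plates ran from -1.92 to 0.68, so that it did not meet the rule of 1 direction in every plate.

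The median of the flagellar list was -0.11 (percentile 28.3), with 18 of 37 members higher. After thinning, the share of cells was higher for 28 members and lower for 9. All flagellar genes held 4.22% of pooled reads in EEP and 6.53% in MEP, with cell medians of 1.58% and 7.35%. Most of this rise in pooled reads lay in *flaG*, with 18229.5 CPM in EEP and 38685 in MEP, beside 8454 and 9957 of *fliC*. The mean of the list's members was 0.19 and the plate medians ran from 0.01 to 0.59. Within it, *flaG* was at 1.09 (0.79 to 1.45), while *fliY*, a cystine-binding transport protein whose gene lies beside flagellar genes, was at -3.21 (-6.78 to -2.12). All 4 measured genes of the SPI-1 type III secretion system, the needle complex used to invade host cells, were higher, with a median of 4.41 (percentile 98.6). They rested on few reads in EEP, such as 180 of *sipC*. With the 14 left-out cells put back, the signal recognition particle RNA came to 0.07, *sipB* turned from 1.72 to -1.13, *acrA* came to -1.74 and *cpsB2* to -2.33. Equal weight per cell brought *sipB* to 0.08, *sipC* to 4.27, *hns* to 1.82 and *qor* to 2.73, and *virK* came to -8.73 without the EEP and the MEP cell with its highest CPM. Without the highest cell of each gene, *cysI* came to -4.97 and *atpB* to -3.66. Median-ratio scaling turned the direction of the small medians of the translation factor, glycolysis, anaerobic and iron lists, which were 0.06, 0.13, 0.26 and 0.13 with CPM. The means of the glycolysis and iron lists were -0.05 and -0.10.

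**Figure D3:**
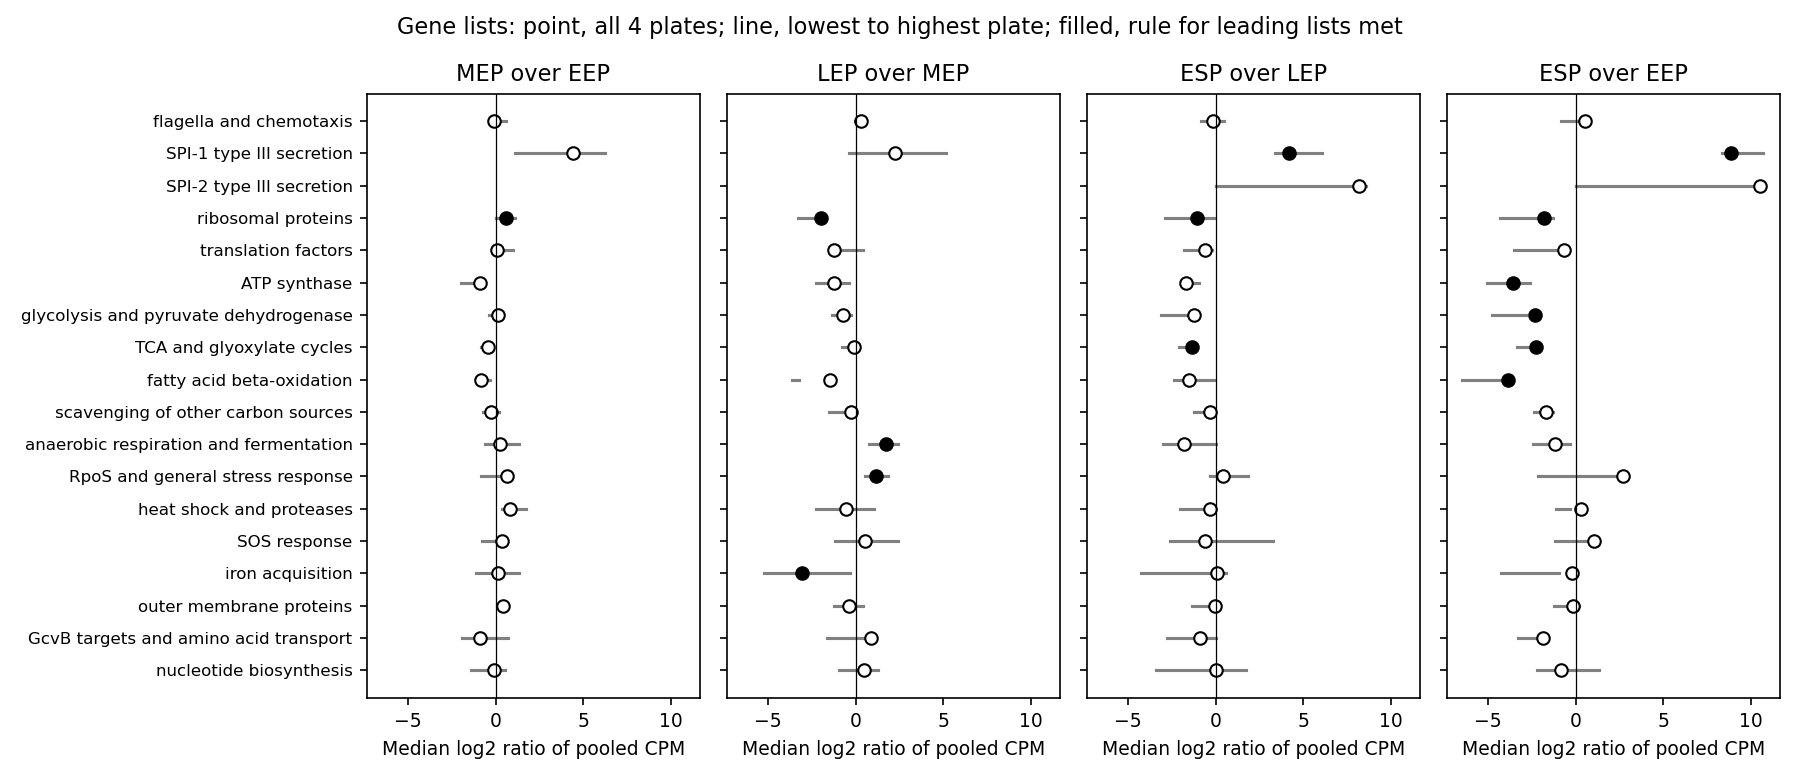
Median log2 ratio of pooled CPM (x axis) of each reported gene list (y axis) in the comparisons of MEP with EEP, LEP with MEP, ESP with LEP and ESP with EEP, for lists with at least 3 measured genes; points are medians over genes, lines run from the lowest to the highest of the 4 plates, and filled points are lists at or beyond the 1 or 99 percentile of random lists with 1 direction in every plate. The SPI-1 list stands at 8.88 for ESP over EEP and the ribosomal protein list at -1.79.

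LEP was compared with MEP to ask what differs as cells leave exponential growth. Genes for ribosomal proteins were lower in LEP, with 42 of 44 measured members lower, a median log2 of -1.96 (-3.27 to -2.01) and no random list as low. Of these, 32 were lower in every plate. Genes of anaerobic respiration and fermentation were higher, with 24 of 32 members higher, a median of 1.71 (0.78 to 2.41) and no random list as high. The nitrate reductase gene *narG* was at 4.12 (2.71 to 5.70). It had 736 CPM in MEP (723 to 748) and 12756 in LEP (12681 to 12833), and more than 5 reads in 40.2% of MEP cells and 79.3% of LEP cells (22.8% and 73.6% after thinning). Stress genes controlled by the sigma factor RpoS were higher, with 13 of 14 higher and a median of 1.15 (0.53 to 1.82, percentile 99.4). Only 3 of them were higher in every plate, and the share of cells after thinning was higher for 7 and lower for 7. Genes of iron acquisition had a median of -3.09 (-5.23 to -0.31, percentile 0.815), with 6 of 11 members lower and 5 higher. The median was -4.76 without plate IV, -2.34 without plate II and -1.79 with all members of at least 1 read.

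Among the ribosomal protein genes, *rpsQ* was at -4.84 (-5.98 to -3.69), with 597 CPM in MEP and 20.8 in LEP. *rpsN* was at -5.48 (-6.97 to -4.07), *rpmA* at -5.52 (-6.77 to -2.004), *rplU* at -5.41 (-5.85 to -0.95), and *rpmE* at -5.58 (-7.28 to -2.46) on 11 reads in LEP. In the anaerobic list, *narH*, a second nitrate reductase subunit, was at 5.94 (4.99 to 7.89) and *tdcC*, a transporter of threonine and serine, at 4.76 (2.38 to 11.94). Outside the lists, *dmsB_1*, a suffixed gene for dimethyl sulfoxide reductase, was at 4.31 (3.16 to 5.72). *phsA*, for thiosulfate reductase, was at 4.30 (2.31 to 6.22) and *nrfA*, for nitrite reductase, at 3.81 (2.42 to 5.89). The glucarate dehydratase gene *ygcX* was at 7.73 (6.82 to 10.16), with 32.1 and 6820.1 CPM. *garR_2*, a suffixed gene for tartronate semialdehyde reductase, was at 6.57 (4.34 to 11) and *garD*, for galactarate dehydratase, at 2.75 (0.14 to 4.55). The chemoreceptor gene *trg* was at 3.0 (1.49 to 4.89), the glucose phosphatase gene *agp* at 2.83 (2.46 to 3.21), and *asnA* at 3.24 (1.48 to 6.20). The porin gene *ompD* was at 1.39 (0.86 to 1.57) and *wrbA*, a quinone oxidoreductase of the RpoS list, at 2.46 (1.11 to 6.60). In the same list *cbpA*, a DnaJ-like protein, went the other way at -5.73 (-6.45 to -0.63). Lower in LEP were the fructose transporter genes *fruB* at -7.55 (-9.43 to -6.80) and *fruA* at -5.07 (-7.41 to -2.73), *galP* at -6.19 (-8.36 to -4.98), and *galM* at -5.82 (-6.86 to -4.49) and *galT* at -5.17 (-7.35 to -3.52), of galactose use. The nucleoside channel gene *tsx* was at -5.28 (-6.19 to -4.15) and the nucleoside transporter gene *nupG* at -5.23 (-6.36 to -4.03). Also lower were *cstA_2* at -5.28 (-6.62 to -2.76), *fadA* at -5.58 (-6.29 to -4.66), and *fadB* at -3.43 (-5.76 to -2.45), with 9997 and 929.9 CPM. The sRNA GcvB was at -3.11 (-4.05 to -2.48). Of the iron genes, *sitA*, a metal transporter, was at -7.49 (-7.85 to -5.86) on 8 reads in LEP and *entE*, for enterobactin synthesis, at -5.29 (-7.00 to -4.17).

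The 8 measured SPI-1 genes had a median of 2.25 at the 99.8 percentile. The plates ran from -0.40 to 5.15, so that the list had no single direction. The list of GcvB targets and amino acid transport had a median of 0.86 at the 98.99 percentile, with plates from -1.62 to 0.53. The flagellar list had a median of 0.30 (-0.02 to 0.41, percentile 97.3). After thinning, the share of cells was higher for 10 of its members and lower for 25. The flagellin gene *fliC* was at 1.07 (0.14 to 1.47) and *flaG* at 1.14 (0.78 to 1.28). The median cell had 8001 CPM of *fliC* in MEP and 8773 in LEP, while the highest cell had 59793 and 302513. All 8 measured ATP synthase genes were lower, with a median of -1.27 (percentile 7.50). So were 14 of 17 genes of glycolysis and pyruvate dehydrogenase, with a median of -0.74 (percentile 11.98). Among them were *aceE*, for pyruvate dehydrogenase, at -1.57 (-3.10 to -0.80) and *pgi*, for glucose-6-phosphate isomerase, at -4.00 (-6.72 to -1.62). With the 14 left-out cells put back, *galP* came to -2.69, *galM* to -3.40, *fadA* to -3.58, *fadB* to -2.83, *tsx* to -3.74, and *nupG* to -2.35. *cstA_2* came to -4.35 and the iron list to -2.13, which was -4.76 without the cell with the highest CPM of each gene. Equal weight per cell brought *nrfA* to 2.20, *garR_2* to 5.601, *phsA* to 3.51, *narH* to 5.15, *tdcC* to 3.99, *rpmA* to -4.35, *rplU* to -4.64, *galM* to -5.06, *fadA* to -4.97, *nupG* to -4.58 and GcvB to -2.49. Without the highest cell of each gene, *garR_2* came to 7.59, *galT* to -6.71 and *fruA* to -6.41. Median-ratio scaling turned the medians of the TCA, scavenging and outer membrane lists from -0.11, -0.26 and -0.38 to 0.32, 0.17 and 0.05.

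ESP was compared with LEP to ask what differs on entry into stationary phase. Genes of the SPI-1 secretion system were higher in ESP: all 19 measured members were higher, 13 of them in every plate, with a median log2 of 4.17 (3.40 to 6.05; 5.39 without the cell with the highest CPM of each gene and 5.604 without plate IV). No random list was as high. In LEP over MEP only 8 SPI-1 genes were measured, so that most of the 19 passed the filter through ESP alone, which favours the higher direction. The effector and translocator genes *sipA*, *sipB* and *sipC* were at 4.17 (2.71 to 6.41), 4.04 (2.82 to 7.85) and 3.48 (1.60 to 6.19). The CPM of *sipB* was 476 in LEP (461 to 491) and 7844 in ESP (7782 to 7906). *siiE*, the giant adhesin of SPI-4, was at 3.61 (2.63 to 5.02), with 2092 and 25559 CPM. Genes of the TCA and glyoxylate cycles were lower, with 14 of 18 lower and a median of -1.33 (-2.07 to -1.19, percentile 0.290; -2.10 without plate II). Genes for ribosomal proteins were lower again, with 23 of 35 lower and a median of -1.05 (-2.91 to -0.12, percentile 0.465). Only 6 were lower in every plate, and the median was -0.38 without plate I and -0.63 without plate II.

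Only 12 genes met the rule for naming on the higher side, among them the needle genes *prgI* at 5.63 (4.09 to 7.28) and *prgH* at 3.88 (1.60 to 6.94). The effector gene *sopE* was at 5.205 (3.68 to 8.61), *spaT* at 2.78 (1.40 to 9.06) and *sipD* at 1.76 (0.15 to 3.25). Further SPI-1 genes rested on few reads in LEP: *prgK* at 7.08 (5.77 to 9.16), *sopA* at 6.44 (2.37 to 8.998), *spaO* at 8.59 (4.36 to 8.98) on 14 reads and *sopE2* at 9.68 (7.17 to 9.72) on 5 reads. The others of the 12 were *sipA*, *sipB*, *sipC* and *siiE*, given above, the sRNA GcvB at 3.03 (2.13 to 4.69), the maltose transporter gene *malK* at 2.96 (0.07 to 5.26) and *flgM*, the anti-sigma factor of flagellar genes, at 1.70 (0.70 to 2.67). On the lower side were *nrfA* at -6.76 (-8.60 to -3.69), *narG* at -4.48 (-5.67 to -2.89) and *frdC*, of fumarate reductase, at -4.04 (-7.57 to -2.65). *tdcC* was at -5.19 (-9.48 to -1.32), and *ansB*, for asparaginase, at -5.58 (-8.68 to -4.62). *cadA*, for lysine decarboxylase, was at -5.86 (-8.17 to -5.11), with 15164 and 261.3 CPM. *kbl*, of threonine breakdown, was at -5.05 (-5.79 to -2.97), and the glycine cleavage genes *gcvH* at -5.54 (-6.57 to -3.61) and *gcvT* at -4.69 (-6.22 to -3.87). The anaerobic list as a whole had 26 of 33 members lower and a median of -1.81 with no random list as low. The median was 0.00 in 1 plate, which is the value set where reads are too few for a direction, so that the rule could not be judged there. Also lower were *nuoG* at -5.34 (-6.84 to -2.77), *asnA* at -4.84 (-7.69 to -2.52), *garD* at -4.69 (-7.37 to -1.48), and *ompD* at -2.56 (-4.44 to -0.82). Of the TCA list, *mdh*, for malate dehydrogenase, was at -3.40 (-5.48 to -1.16), *sucC* at -3.43 (-6.51 to -1.62), *sucB* at -3.26 (-6.52 to -0.49) and *fumB*, a fumarase used without oxygen, at -4.01 (-6.69 to -1.75). Of the ribosomal list, *rplA* was at -3.13 (-4.37 to -0.35), *rpmD* at -3.02 (-6.13 to -0.19) and *rplO* at -2.81 (-6.08 to -0.24).

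The 3 measured SPI-2 genes, whose secretion system acts inside host cells, were all higher with a median of 8.19 (percentile 100). No SPI-2 gene was measured in LEP over MEP, so that the 3 passed the filter through ESP alone and their direction was largely set by it. They rested on 54, 44 and 10 reads of *sopD2*, *ssaV* and *sseC* in LEP. The median was 0.00 in 1 plate, again the value set for too few reads, and 6.48 without the cell with the highest CPM of each gene. The flagellar list had a median of -0.18 (percentile 46.3), and the share of cells after thinning was lower for 26 of 30 members. Within it, *motA*, of the flagellar motor, was at 3.70 (2.82 to 8.47) and *fliJ* at -7.24 (-8.29 to -5.61). The glycolysis list had 14 of 17 members lower and a median of -1.22 (-3.10 to -1.14, percentile 2.79). With the 14 left-out cells put back, *cadA* came to -4.78, *frdC* to -3.22 and *rplA* to -2.52. Equal weight per cell brought *sipB* to 3.003, *siiE* to 2.49, *prgH* to 2.76, *prgI* to 4.93, *spaT* to 1.82, *motA* to 2.83, *nrfA* to -5.91, *ansB* to -4.61, *tdcC* to -4.23, *kbl* to -4.31, *gcvT* to -3.98, *fumB* to -3.25, *sucB* to -2.58 and *fliJ* to -6.57. Without the highest cell of each gene, *cadA* came to -7.50, *ansB* to -7.10, *tdcC* to -7.16, *asnA* to -6.72, *frdC* to -6.88, *rpmD* to -4.56, *fumB* to -6.20 and *sucC* to -4.76. Median-ratio scaling turned the medians of the RpoS, iron and nucleotide lists from 0.39, 0.10 and 0.03 to -0.15, -0.44 and -0.50, and the mean of the nucleotide list was -0.32.

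ESP was compared with EEP as the widest contrast over growth. Genes of the SPI-1 secretion system were higher in ESP, with all 19 measured members higher, a median log2 of 8.88 (8.34 to 10.66) and no random list as high. Most of the 19 passed the filter through ESP alone, since only 4 SPI-1 genes were measured in MEP over EEP. *sipC* had 6.90 CPM in EEP (5.93 to 7.99) and 10985 in ESP (10912 to 11059), a log2 of 10.64 (8.98 to 11.28). Genes of central metabolism and genes for ribosomal proteins were lower. They were 16 of 17 genes of glycolysis and pyruvate dehydrogenase, with a median of -2.34 (-4.78 to -2.84, percentile 0.050), 14 of 18 of the TCA list, with -2.26 (-3.36 to -2.30, 0.040) and 8 of 9 of ATP synthase with -3.56 (-5.09 to -2.60, 0.050). Also lower were all 5 of fatty acid breakdown with -3.88 (-6.47 to -4.02, 0.0800) and 38 of 43 for ribosomal proteins with -1.79 (-4.35 to -1.31, 0.0150). The beta-oxidation gene *fadB* was at -5.24 (-6.47 to -4.23), with 20629.8 CPM in EEP and 548 in ESP.

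Among the SPI-1 and effector genes, *sipA* was at 10.91 (10.70 to 11.21) on 63 reads in EEP, *sipB* at 9.25 (7.54 to 10.86), *sipD* at 10.09 (8.34 to 11.10), and *sopE* at 9.14 (7.88 to 10.51). *spaT* was at 10.62 (4.92 to 11.002) on 14 reads in EEP, *prgH* at 7.72 (5.77 to 10.48) and *prgI* at 7.68 (5.32 to 11.66). *siiE* was at 5.80 (5.14 to 9.67), and *dps*, which protects DNA in starved cells, at 4.14 (2.83 to 6.65). The sRNAs GcvB and CsrC were at 3.40 (1.90 to 5.14) and 2.82 (2.54 to 3.13), CsrB at -0.63 (-1.35 to -0.03) and the signal recognition particle RNA at 5.56 (3.85 to 6.19). The chemoreceptor gene *tar* was at 2.58 (1.80 to 5.88) and *flaG* at 1.56 (1.05 to 2.20), while *fliC*, at 0.44 (0.14 to 0.90), came to -0.01 with median-ratio scaling. Of the glycolysis list, *aceE* was at -3.69 (-6.04 to -2.40), with 17845 and 1378 CPM. *pfkA*, for phosphofructokinase, was at -5.49 (-7.32 to -5.21) and *pgk* at -4.64 (-6.15 to -3.11). Of the TCA list, *mdh* was at -5.01 (-6.16 to -4.32) and *sdhA*, of succinate dehydrogenase, at -3.59 (-5.48 to -2.25). *mdh* had more than 5 reads in 97.9% of EEP and 30.8% of ESP cells (94.7% and 21.3% after thinning). *atpB* was at -4.34 (-6.87 to -3.14) and *fadL*, for the fatty acid channel, at -4.05 (-6.48 to -1.74). *rpsQ* was at -5.85 (-6.70 to -4.84), with 425 and 7.36 CPM, and *rpmC* at -4.90 (-6.07 to -3.45). The largest differences on the lower side included the sulfate uptake and activation genes *sbp* at -6.30 (-6.96 to -5.85) and *cysD* at -6.70 (-7.47 to -6.20), and the serine transporter gene *sdaC_2* at -6.40 (-7.02 to -5.90). The sialic acid genes *nanA* and *nanE* were at -6.11 (-6.65 to -4.84) and -6.14 (-6.36 to -5.58), and the amino acid genes *kbl* and *ilvE* at -6.34 (-6.79 to -5.40) and -6.11 (-6.73 to -1.63). The O-antigen gene *rfbG* was at -6.26 (-6.50 to -5.92) and *ribF*, for flavin synthesis, at -6.74 (-7.49 to -5.82). *rimJ* was at -6.31 (-6.91 to -4.83), *mioC* at -6.27 (-7.55 to -3.77) and *yicH* at -6.12 (-7.68 to -4.87).

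Of the lists that did not meet the rule, RpoS genes had 11 of 14 higher and a median of 2.67 (percentile 100), with plates from -2.17 to 2.98. The 3 SPI-2 genes, which passed the filter through ESP alone, had a median of 10.50 (percentile 100). Their plates ran from 0.00 to 10.78, the lowest again set for too few reads. Scavenging of other carbon sources stood at -1.72 (percentile 1.12), and GcvB targets and amino acid transport at -1.87 (1.96). Anaerobic respiration stood at -1.17 (6.42), nucleotide biosynthesis at -0.86 (15.97), translation factors at -0.69 (43.5) and iron acquisition at -0.19 (56.4). The SOS response stood at 1.01 (92.2), with plates from -1.17 to 0.80, and came to -0.61 without the highest cell of each gene. Flagella stood at 0.50 (98.2; mean of members -0.23), with plates from -0.85 to 0.71 and a lower share of cells after thinning for 26 of 36 members. Outer membrane proteins stood at -0.18 (72.9). Heat shock stood at 0.32 (84.1; mean -0.11, and -0.13 with median-ratio scaling). In the anaerobic list, *cyoD* and *cyoE*, of the aerobic cytochrome bo oxidase, were at -6.01 (-6.55 to -4.14) and -5.95 (-6.68 to -5.04). The SPI-4 list had 1 measured member, *siiE*, and ribosome hibernation 1, *yfiA*, which was named after its values were seen and had 1313 CPM in EEP and 965 in ESP. With the 14 left-out cells put back, *sipB* came to 6.37, *sipA* to 9.01, *sopE* to 8.54, and the signal recognition particle RNA to 2.31. *sbp* came to -4.32, *sdaC_2* to -4.48, *ribF* to -6.06, *rpmC* to -4.15 and the SPI-1 list to 7.62, which was 10.85 without plate II. Without the cell with the highest CPM of each gene, the glycolysis, ribosomal, fatty acid and TCA medians were -4.04, -3.13, -5.32 and -2.87. The median of all measured genes was then -1.83, against -0.47, so that part of the shift is shared by all genes. Leaving it out also brought *prgI* to 9.08, *siiE* to 6.83 and *atpB* to -5.44. The SPI-2 median was 6.96, and equal weight per cell gave -2.88 for ATP synthase, which was -2.85 without plate IV and -4.16 without plate III. Equal weight per cell brought *sipA* to 10.23, *sipB* to 7.49, *sipC* to 10.03, *sipD* to 9.33, *prgH* to 6.93, *prgI* to 6.70, *pgk* to -3.82, *fadL* to -3.40, *rpsQ* to -4.67, *cysD* to -6.09, *sbp* to -5.61, *kbl* to -5.55, *ilvE* to -5.42, *rfbG* to -5.53, *ribF* to -6.02, *cyoD* to -5.15 and *yicH* to -5.26.

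**Figure D4:**
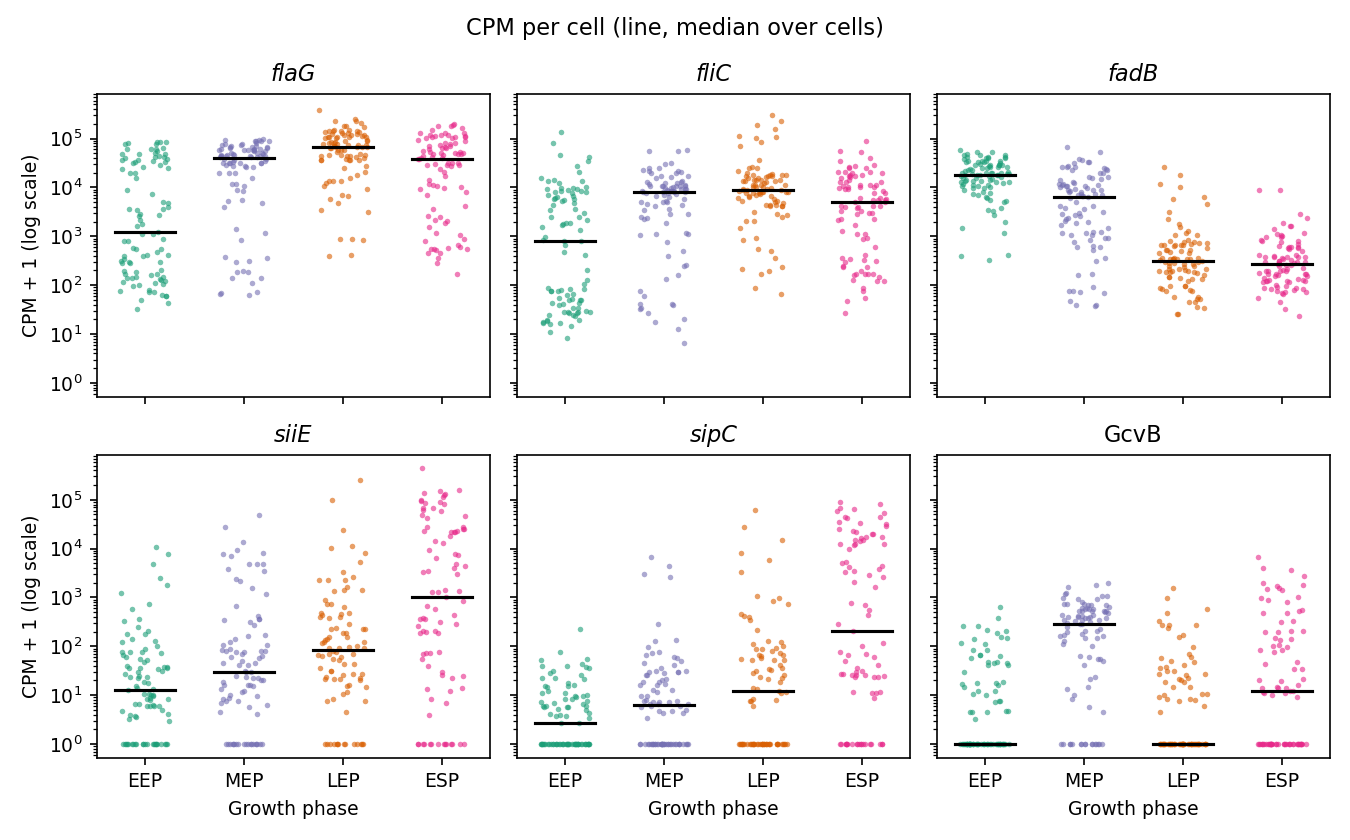
CPM plus 1 per cell (y axis, log scale) of *flaG*, *fliC*, *fadB*, *siiE*, *sipC* and GcvB in EEP, MEP, LEP and ESP (x axis); each point is a cell and each line the median over cells. Median CPM of *flaG* was 1208 in EEP and 40367 in MEP, and *sipC* in ESP had a median of 205.3 CPM and an upper decile of 35095.

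Genes were ranked within each phase by how much they varied between cells. In ESP the first 10 were *siiE*, *sipC*, *sipB*, *sopE*, *dps*, *sipA*, *tar* and *sigD*, with the unnamed SL1344_1220 and SL1344_3112. The median ESP cell had 1001 CPM of *siiE*, while the lower and upper deciles were 0 and 89291. For *sipC* they were 0 and 35095, with more than 5 reads in 53.8% of cells. In LEP, the genes of anaerobic respiration *narG*, *narH*, *phsA*, *frdA* and *frdD*, the oxidase gene *cydB*, the lysine decarboxylase genes *cadA* and *cadB* and the sugar acid genes *ygcX* and *garR_2* led. The deciles of *narG* were 21.2 and 33472 CPM. In MEP, *flaG* came first, with deciles of 206.4 and 76034 CPM, before *cstA_2*, *rplF*, *sbp*, *galT*, *galK*, *rpsE*, *ompX*, *nadE* and *fbp*. In EEP, *sucA*, of the TCA cycle, came first, with deciles of 8.87 and 16516 CPM, then *flaG*, with 84.7 and 58569, and *malE*, *sdaC_2*, SL1344_1441, *asnA*, *ompF*, *malF*, *nanA* and *putA*. *fliC* ranked 14 of 884 genes in EEP and 15 of 872 in MEP. A ranking by the Fano factor against its trend shared 1, 1, 0 and 1 of the first 10 genes in EEP, MEP, LEP and ESP, so that the names rest on the variance model used.

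Cells in ESP differed in how many SPI-1 genes they expressed, and these genes varied together from cell to cell. Of the 33 genes of the SPI-1 list found in the table, an ESP cell had 3.92 ± 3.20 with more than 5 reads (SD over 91 cells, 3.89 ± 3.15 after thinning). The list holds neither *spaT* nor *sigD* under these symbols, so that they are not counted. The means were 0.442 ± 0.834 in EEP, 0.793 ± 1.30 in MEP and 1.29 ± 2.18 in LEP. In ESP, 15 of 91 cells had none (16.5%; 9.53 to 25.7%), 37 had 5 or more (40.7%; 30.5 to 51.5%), and the most was 13. Their reads made up 4.27% of all non-rRNA reads of ESP and up to 22.7% of those of 1 cell. Over all pairs of 19 SPI-1 genes, Spearman's rho across ESP cells averaged 0.117 (0.0801 to 0.161 in the plates). The highest of 1000 random lists matched on expression reached 0.106. The rank correlation was 0.61 (0.46 to 0.78 in the plates, Pearson 0.60) for *sipB* and *sipC*, and 0.66 (0.50 to 0.88 in the plates, Pearson 0.81) for *prgH* and *prgI*. It was 0.50 (0.44 to 0.61 in the plates, Pearson 0.50) for *siiE* and *sipC*, which lie in different islands. These are relations across cells of 1 sample, and cells are not replicate cultures. Random lists were averaged over all their pairs, at any distance. Pairs of SPI-1 genes at least 20 features apart averaged 0.0967, below the highest of these lists. Transcripts shared by neighbouring genes therefore stay open as part of the relation.

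**Figure D5:**
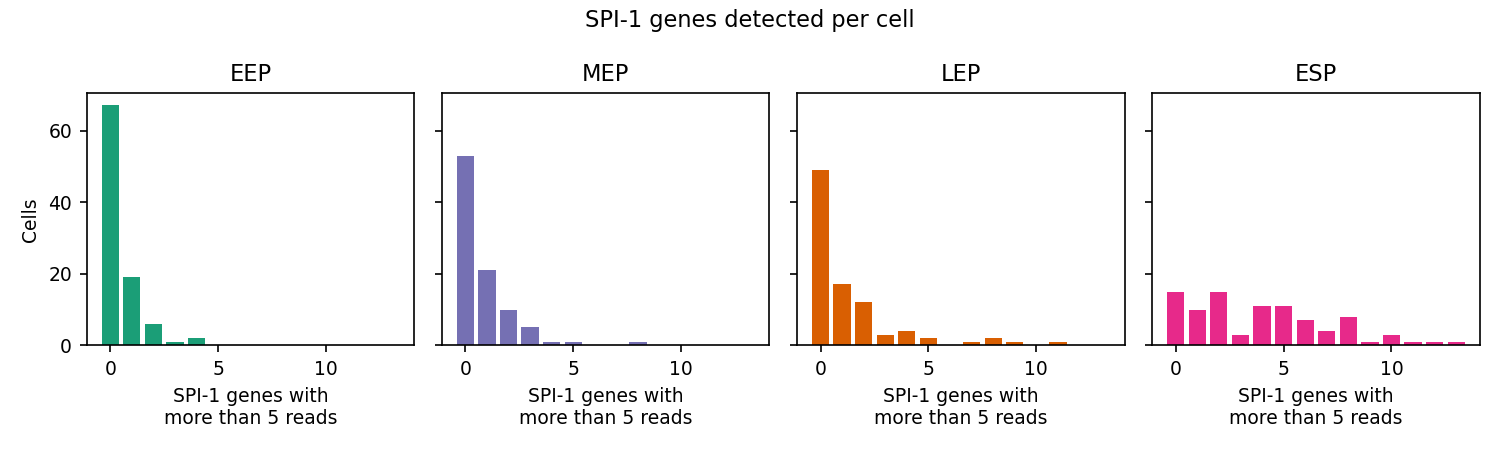
Number of cells (y axis) by number of SPI-1 genes with more than 5 reads (x axis) in EEP, MEP, LEP and ESP; each bar counts the cells of 1 phase. No gene of the SPI-1 list was detected in 67 EEP, 53 MEP, 49 LEP and 15 ESP cells, and 37 ESP cells had 5 or more.

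Flagellar genes varied together across EEP and MEP cells more than any of 1000 random lists, and across LEP cells more than nearly all. Over the 630 pairs of 36 flagellar and chemotaxis genes, rho across EEP cells averaged 0.124 (0.127 to 0.178 in the plates), where the highest of 1000 random lists reached 0.0302. The averages over the members measured in each phase were 0.0918 in MEP (0.0890 to 0.134 in the plates), 0.0643 in LEP (0.0538 to 0.0820) and 0.0911 in ESP (0.0680 to 0.188). The plates of EEP overlapped those of MEP and ESP. The averages of LEP and ESP did not exceed the highest random list (0.0667 and 0.136). In LEP 1 of 1000 random lists was as high, and in ESP 47 were. In EEP, rho was 0.50 (0.35 to 0.65 in the plates, Pearson 0.59) for *fliC* and the cap gene *fliD*, and 0.56 (0.48 to 0.67 in the plates, Pearson 0.56) for *fliC* and *flgL*, of the hook-filament junction. An EEP cell had 8.41 ± 5.45 of 53 flagellar genes with more than 5 reads. The means were 10.3 ± 5.05 in MEP, 7.82 ± 3.52 in LEP and 6.04 ± 2.83 in ESP. After thinning they were 6.47 ± 5.32, 8.55 ± 4.55, 7.18 ± 3.55 and 5.33 ± 2.65 from EEP to ESP. The counts of *flaG* and *fliC* are both uncertain, since *fliC* and a second flagellin share sequence. The *flaG* feature lies between *fljA* and *hin* in the table, where the LT2 reference has the second flagellin gene *fljB*, which the table lacks. The near-identical elongation factor genes *tuf* and *tuf2* are uncertain for the same reason, as are features with a suffix such as *cstA_2*.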

Values the study reported

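With a detection threshold of more than 5 reads, the study reported 307 genes per cell on average across the 4 conditions and more than 375 on average in EEP and MEP. It reported 95% of genes detected across all cells and between 28 and 46 sRNAs per condition, and it removed 14 cells as outliers by the number of detected genes. The genes per cell in the report leave out the rRNA-type features.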

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

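Phases were compared within plates as ranges and shared directions only. No paired test was made, because no replicate cultures are named. Leaving out a plate for genes per cell and for the rRNA share, the pairs at least 20 features apart and the flagellar list without *flaG* were chosen after the data were seen.

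The mean genes per cell in EEP, MEP, LEP and ESP were 652.8, 672.5, 650.5 and 605.5 with at least 1 read, 315.5, 328.6, 184.6 and 144.7 with more than 10 reads, and 272.9, 292.4, 191.7 and 153.1 after thinning. At 10000 reads per cell they were 323.7, 353.4, 319.5 and 278.9 with at least 1 read, against 201.98, 216.1, 135.1 and 103.3 with more than 5. With at least 1 read, 46, 58, 51 and 61 sRNAs were detected in EEP, MEP, LEP and ESP, against 29, 46, 36 and 41.

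Without the cell with the highest CPM of each gene, the medians for ESP over EEP were -3.126 for ribosomal proteins, -4.04 for glycolysis, -2.871 for the TCA list and -5.321 for fatty acid genes, all in the direction of the main values, while the median of all measured genes was -1.83 against -0.47, and the median absolute log2 ratios were 1.203 for MEP over EEP, 2.093 for LEP over MEP, 2.10 for ESP over LEP and 3.096 for ESP over EEP, against 0.98, 1.55, 1.65 and 1.97. Median-ratio scaling gave -1.87 for the TCA list in ESP over LEP and -2.71 in ESP over EEP. With all cells, the SPI-1 list in ESP over EEP was 7.616.

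Leaving out each plate in turn, the SPI-1 list ran from 4.015 to 5.604 for ESP over LEP and from 8.647 to 10.85 for ESP over EEP, and the TCA list from -2.097 to -1.133 for ESP over LEP. The median absolute log2 ratio ran from 1.069 to 1.149 for MEP over EEP, 1.653 to 1.771 for LEP over MEP, 1.832 to 1.928 for ESP over LEP and 2.25 to 2.35 for ESP over EEP. In all, 95 such values of main results moved by less than the spread over plates and 17 by more. Leaving out a plate keeps most cells, so that a move beyond the spread over plates is unlikely and these counts say little about stability.

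Among named genes, *sipB* in MEP over EEP came to -1.126 with all cells (main value 1.72), *htpX* in ESP over EEP to 0.3167 with all cells (-3.19), and *fliC* in ESP over EEP to -0.006987 with median-ratio scaling (0.44); the cause was not tested, beyond the shift that this scaling gives every gene. Of 409 values, 387 stayed within the spread over plates with all cells and 392 without the highest cell. With equal weight per cell 388 did, with median-ratio scaling 396, and 1598 of 1636 when a plate was left out. This spread is wider where plates disagree more, so that the counts do not show that a value is precise.

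With all genes in at least 5% of cells, own-phase neighbours were 74.42% for EEP and 67.61% for MEP, and own-plate neighbours 35.84%. The Fano factor ranking shared 1, 1, 0 and 1 of the 10 most variable genes in EEP, MEP, LEP and ESP. Within the spread stayed all 18 results with equal weight per cell, all 14 with every list member of at least 1 read, and both co-expression results with phi, partial rho and pairs at least 20 features apart. With total-count size factors, the 5 shares of neighbours stayed in their 95% intervals, and 8, 8, 8 and 10 of the 10 most variable genes were shared.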

Other observations

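The tests of *flaG* and *fliC* and of the most abundant features of each cell below, and the demand that a value exceed random lists by more than its SD over plates, were chosen after the results were seen. Pairs at least 20 features apart were added after the data were seen and before their values were. The other tests were fixed before their results were seen.

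Ribosomal protein genes varied together across cells in every phase, more than any of 1000 random lists. The mean rho between members was 0.0990 in EEP, 0.194 in MEP, 0.146 in LEP and 0.163 in ESP, where the highest random list reached 0.0380, 0.0663, 0.0732 and 0.128. Many of these genes lie in shared operons, and between pairs at least 20 features apart the mean rho was 0.0511, 0.136, 0.0940 and 0.138.

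The genes *fadB* and *aceE* had more than 5 reads in 95.6% of ESP cells each, at 548 and 1378 CPM, and in 66.7% and 62.7% of them after thinning. A single cell held more than 50% of a gene's reads for 24.2% of the genes compared in EEP, 19.4% in MEP, 33.01% in LEP and 47.8% in ESP.

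Fewer genes were detected per cell in LEP and ESP than in EEP and MEP with more than 5 reads. If fewer non-rRNA reads were the cause, cells thinned to 1 depth would have like numbers, but the ratio of ESP to EEP was 0.5611 at 40606 reads (0.480 to 0.5999 over the plates). If a few abundant genes took the reads of the others, leaving them out would close the gap. The 20 most abundant features of each cell held 41.9% of its reads on average in EEP and 63.7% in ESP, but without them the ratio was 0.5774 (0.518 to 0.617) at 14199 reads, which argues against them as the whole cause. A difference between growth phases in RNA content per cell, or in how much of it was captured and amplified, may lower the number of detected genes, and neither was tested. With at least 1 read the gap depended on depth. EEP had 323.7 genes and ESP 278.9 at 10000 reads, but 440.1 and 482 at 50000 reads, where 68 of 91 ESP cells remained.

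SPI-1 genes varied together across ESP cells and flagellar genes across EEP cells. Taking out the depth of the cells removed neither pattern: the mean partial rho given reads and detected genes was 0.1148 for SPI-1 genes (0.0816 to 0.171 over the plates, highest random list 0.0787) and 0.1272 for flagellar genes (0.138 to 0.187, highest random list 0.0252). For pairs at least 20 features apart, the random lists were still averaged over all their pairs. Flagellar genes so far apart had a mean rho of 0.1166 (0.131 to 0.171, highest random list 0.0302), which argues against neighbours that share a transcript as the whole cause. For SPI-1 genes that mean was 0.0967 over 82 pairs (0.0291 to 0.133), against an upper 5% of random lists at 0.0578 and an upper 1% at 0.0739; the highest reached 0.106. It met the bounds set beforehand, the upper 1% and a value above 0 in every plate, which would have argued against shared transcripts. It exceeded neither limit of the random lists by 1 SD over the plates (0.0478), and the demand for this, added later, turned the verdict, so that shared transcripts stay open for SPI-1 genes. No biological explanation was tested.

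The *flaG* and *fliC* features followed each other across EEP cells, and their partial rho given reads and detected genes was 0.8665 (0.796 to 0.925), where the highest of 100 like-expressed genes with *flaG* reached 0.303, which argues against depth. If *flaG* reads were only a fixed share of *fliC* reads, the ratio of the features would be alike in all cells. Of the EEP cells, 44 had at least 1000 reads of the pair. Among these, the ratio of *flaG* to *fliC* was 0.133 at the 10th percentile and 10.1 at the 90th, so that either feature could hold more reads. The 90th percentile was 76.11 times the 10th (4.63 to 114.3 over the plates). This argues against *flaG* reads being only such a share. It cannot tell whether a fixed share was added to reads of *flaG* itself, or went from *flaG* to *fliC*. The pooled ratio was 2.16 in EEP and 4.69 in ESP, a factor of 2.18 (1.42 to 4.17 over the plates). Since *flaG* lies where the LT2 reference has the second flagellin gene *fljB*, flagellin reads assigned to either copy may explain the pair. Such shares may be fixed or differ between cells, and the reads themselves were not used here.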
